A study of Mus musculus with 2 samples. Its data were reported in "Heme-stress activated NRF2 skews fate trajectories of bone marrow cells from dendritic cells towards red pulp-like macrophages in hemolytic anemia" (2022).

How the data were processed

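Droplet-based single-cell RNA sequencing (10x Genomics 3′ chemistry with unique molecular identifiers, UMIs) had been run on 2 spleen cell suspensions, 1 from a control mouse called wild-type and 1 from a mouse with sickle cell disease (SCD, Berkeley model). Both suspensions had been depleted of other cells with magnetic beads to enrich dendritic cells (DCs). The authors aligned the reads, assigned barcodes, separated cells from empty droplets and counted UMIs with Cell Ranger, and the deposited values are raw UMI counts per gene and cell with no normalization. The totals per cell started at 500 UMIs in both matrices, and the filters of the study's methods had not been applied to them. The genome build behind the counts is not stated. Gene names were those paired with the identifiers in the files, and 26090 of the 26124 identifiers were found in the mouse reference annotation (GENCODE, GRCm38), which gave chromosomes and distances between genes.

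Groups were taken from the sample labels, with 1 sample per group. No test across samples was possible, so no p-value, standard error or number of changed genes was computed. Shares of cells were given with exact (Clopper-Pearson) 95% binomial intervals and summed counts with exact 95% Poisson intervals. Intervals of ratios of shares, and of log2 ratios and list medians (1000 Poisson draws), were computed likewise. All of these intervals cover counting error only, since cells of 1 animal are not replicates.

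Cells with 500 to 5000 detected genes, under 15% mitochondrial and under 30% ribosomal counts were kept, as in the study's methods, and genes seen in at least 20 kept cells (14562 genes) entered the clustering. Counts were scaled by scran size factors (scran 1.30.0 in R 4.3.3, quickCluster with a minimum size of 100), log-transformed and reduced to 30 principal components on 2000 variable genes. A graph of 15 nearest neighbours was clustered with the Leiden algorithm at resolution 1 (scanpy 1.11.5, leidenalg 0.10.2, igraph 0.11.9, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0). Both samples were clustered together with no batch correction. Figures were drawn with matplotlib 3.10.9.

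Clusters were named from marker genes fixed before the data were examined. The score of a class was the mean of its 8 best markers in counts per 1000000 counts of a class or library (CPM), each relative to the highest cluster. A name needed at least 3 detected markers, no more markers of another class than of its own among the 10 leading genes by fold, a depth that was not low without own markers among these genes, and a score 0.05 above that of the next class. This scoring rule was written with the data at hand, and the margin of 0.05 was set after the clusters had been seen. It alone kept 1 cluster unnamed, with 1.69% of the wild-type and 1.27% of the SCD cells. DCs were clustered again and named from subtype markers in the same way. Names were rebuilt here and were not those of the study, so any difference from the study's shares may come from the naming.

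Doublets were called with Scrublet in each sample. At the automatic threshold it marked 369 of 9424 wild-type cells (3.92%) and 274 of 10636 SCD cells (2.58%). The expected rates were 7.54% and 8.51%, so doublets that were not called may remain. Called doublets were kept in the main settings, since the study's methods name no step that removes them, and removed in an alternative.

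UMIs were summed per sample and cell type and expressed as CPM. Log2 ratios (SCD over wild-type) used a pseudocount of 5 CPM. Genes counted as expressed in a class had at least 50 CPM and 20 UMIs in at least 1 of the samples. The lists fixed before the data were examined covered DC maturation and MHC class II, heme and iron, NRF2 and antioxidant, interferon response, early, intermediate and late neutrophil, cell cycle, globin and sex-linked genes. A list's median was placed as a percentile among 10000 random lists of the same size, drawn from the 100 genes nearest in mean CPM. A stress list of 35 immediate early and heat shock genes was written after single genes of it had been seen. Of the list genes, 5 of 5 DC maturation, 5 of 13 heme and iron, 1 of 22 interferon, 5 of 5 early, 9 of 10 intermediate and 7 of 10 late neutrophil genes, and 1 of 35 stress genes were also markers used for naming. The heme and iron list and the NRF2 list shared 1 gene.

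The named genes were, in neutrophils, monocytes, conventional DCs and red pulp macrophages (each with at least 50 cells in both samples), the 5 highest and 5 lowest by log2 ratio among expressed genes. Mitochondrial, ribosomal, immunoglobulin, T cell receptor, globin and sex-linked genes and markers of another class were left out. This rule was fixed before the data were examined.

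To compare shares of cells across depths, each cell was thinned to 1000 UMIs and shallower cells were left out. A neutrophil was called immature when it held more UMIs of the early and intermediate lists than of the late list. Neutrophils served as the background type for Ccr7.

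The steps were tested on simulated data. Among 200 genes changed by known folds in counts simulated from the neutrophil sums (1755 genes), 200 were recovered within 0.5 on the log2 scale. Among 200 in counts simulated from the red pulp macrophage sums (2910 genes), 183 were. Of 6000 simulated cells of 6 classes, 97.0% were given the right name. These cells were drawn from the mean profile of each class as named here. They had no doublets, library effect or variation within a class, so this share says little about naming in the real libraries. With Ccr7 simulated at the same level in shallow and deep conventional DCs, the thinned shares were 17.2% and 16.6%, with 17.2% from the simulated level.

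Alternatives changed the gene minimum (200 or 1000), the mitochondrial and ribosomal filter, doublets, the normalization (10000 counts per cell), the resolution (0.5 or 2), the components (15), the variable genes (4000), joint clustering, naming, the denominator, thinning (none or 500 UMIs), the lists, the scaling, the pseudocount (1 or 20), cell weighting and the minimum of 50 CPM. RNA velocity and CellRank, which need spliced and unspliced counts, were not used here, and human globin transcripts were not analysed here.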

Results

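Spleen cells enriched for DCs were compared between 1 wild-type and 1 SCD mouse to ask which cell types differed in proportion and in transcript levels under chronic hemolysis. The wild-type library held 10845 cells and 97880318 UMIs, with a median of 4991 UMIs per cell. The SCD library held 13447 cells and 189688217 UMIs, with a median of 8596. After filtering, 9424 wild-type cells (86.9%) and 10636 SCD cells (79.1%) were kept, with 60855219 and 99614660 UMIs. With 1 animal per group there was no replicate, so no difference below has a replicate check, and the intervals given in brackets cover counting error only.

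The labels describe both mice as null for the mouse alpha globin locus and carrying a human sickle globin transgene. The wild-type mouse, a non-sickling control, is described as heterozygous for the targeted beta globin locus, and the SCD mouse as homozygous. Summed over kept cells, Hbb-bs was at 2293 CPM in the wild-type library (2281 to 2305) and at 20.8 CPM in the SCD library (19.9 to 21.7). Hbb-bt was at 664 CPM and 12.2 CPM. Hba-a1 was at 915 CPM in the wild-type and 792 CPM in the SCD library, and Hba-a2 at 40.1 and 32.8 CPM, against the null alpha locus that the labels give for both animals. Hba-a1 was detected in 12.3% of the wild-type and 40.2% of the SCD cells, and its summed CPM in the wild-type and the SCD library was 14.6 and 131 in pDCs, 74.5 and 344 in monocytes, 23.0 and 48.8 in neutrophils, 374 and 774 in B cells, 1172 and 1598 in red pulp macrophages, and 86.1 (82.4 to 89.9) and 70.7 (65.0 to 76.8) in conventional DCs. These values were not corrected for free RNA of erythroid-like cells, so they are not levels of these classes. Hbb-bs and Hbb-bt differed in the direction the labels give. The Y-linked genes were detected in both libraries, with Ddx3y at 92.0 and 47.9 CPM, Eif2s3y at 55.7 and 45.4, Kdm5d at 26.6 and 13.8, and Uty at 34.4 and 15.9. Of the sex-linked list, 4 of 5 genes were among the genes of the files.

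Joint clustering gave 29 clusters. They were called neutrophil-like (7 clusters), monocyte-like (4), conventional DC-like (6), plasmacytoid DC-like (pDC, 3), red pulp macrophage-like (1), B cell-like (2) and erythroid-like (1), and 5 stayed unnamed with 1.99% of the wild-type and 3.27% of the SCD cells. Over 80% of the cells came from the SCD library in 12 clusters and from the wild-type library in 6, so such clusters may be those libraries and not cell types. The largest neutrophil-like cluster, with 22.2% of its cells from the SCD library, was led by the inflammatory and stress genes Il1b, Dusp1 and Fos. The B cell-like clusters were led by Vpreb1, Igll1 and other genes of early B cells.

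Neutrophil-like cells made up 46.3% of the wild-type cells (45.3 to 47.3) and 67.4% of the SCD cells (66.5 to 68.3), a ratio of 1.46. Conventional DC-like cells made up 29.0% (28.0 to 29.9) and 6.85% (6.38 to 7.35), a ratio of 0.237 (0.219 to 0.256). The alternative that moved this ratio most took cells other than neutrophils as the denominator and gave 0.390. The pDC-like share was 8.62% (8.06 to 9.20) in the wild-type and 5.44% (5.02 to 5.89) in the SCD library, a ratio of 0.632. Among cells other than neutrophils this ratio was 1.04 (0.944 to 1.15), so its direction depended on the denominator. The red pulp macrophage-like share was 3.06% (2.72 to 3.42) and 1.47% (1.25 to 1.71), a ratio of 0.480. Among cells other than neutrophils this ratio was 0.791 (0.654 to 0.956). The study reported more macrophages in the SCD spleen, by flow cytometry and in a separate suspension enriched for macrophages. The suspensions used here were enriched for DCs, so their macrophage share is not a like measure. Monocyte-like cells made up 10.3% (9.69 to 10.9) and 12.2% (11.6 to 12.8), a ratio of 1.19, which fell below 1 with at least 1000 genes per cell (0.986) and without the upper limit on genes (0.834). The mix of monocyte clusters differed between the libraries. A cluster led by Ace, Fabp4 and Cd36 held 360 wild-type and 49 SCD cells. Another, with Ccnb2 and Pclaf among its leading genes, held 43 and 358. B cell-like cells made up 0.223% (0.138 to 0.340) and 2.69% (2.39 to 3.01), a ratio of 12.1 that rested on 21 and 286 cells. Erythroid-like cells made up 0.594% (0.449 to 0.771) and 0.686% (0.538 to 0.862), with overlapping intervals. The erythroid-like ratio was 1.90 (1.35 to 2.69) among cells other than neutrophils and 2.08 (1.80 to 2.41) without the upper limit on genes.

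**Figure D1:**
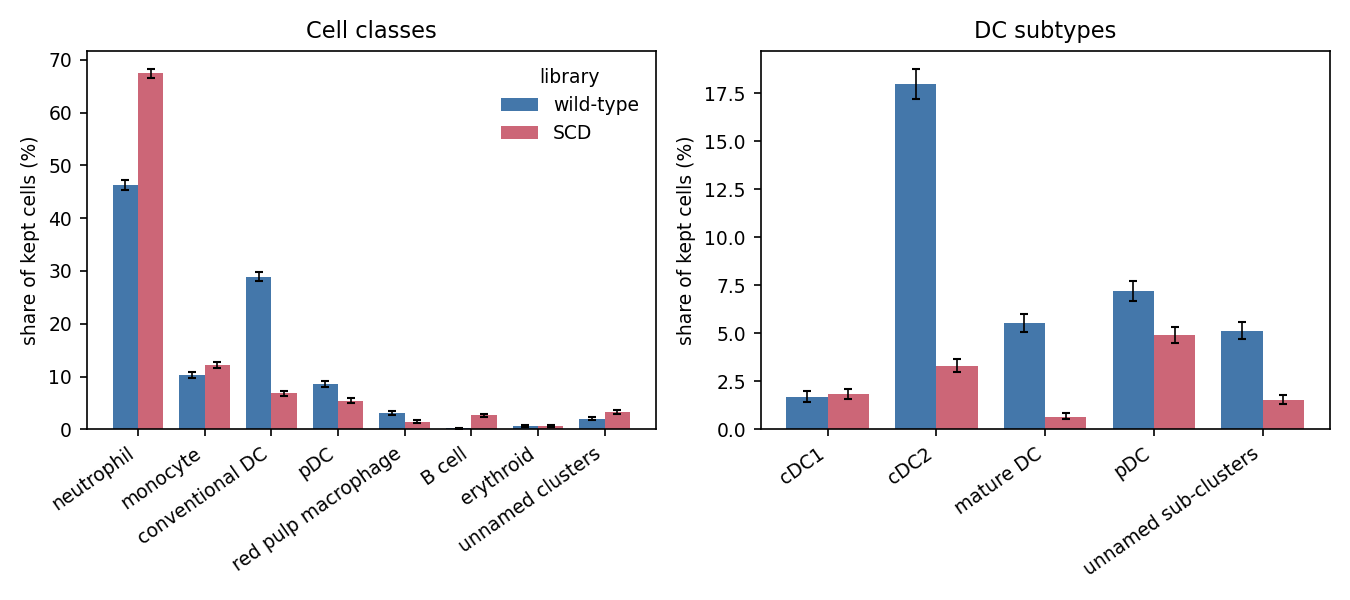
Shares of kept cells (%) by cell type and library, with bars for the wild-type and the SCD library and error bars for exact 95% binomial intervals, which cover counting error only. Neutrophil-like cells rose from 46.3% to 67.4% and conventional DC-like cells fell from 29.0% to 6.85%.

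The 3541 wild-type and 1308 SCD DCs (37.6% and 12.3% of kept cells) were clustered again to ask which DC subtypes differed. The cDC1-like share of all kept cells was 1.70% (1.45 to 1.98) in the wild-type and 1.85% (1.60 to 2.13) in the SCD library, a ratio of 1.09 whose interval included 1 (0.887 to 1.34). The cDC2-like share was 18.0% (17.2 to 18.8) and 3.32% (2.99 to 3.68), a ratio of 0.184. Of the cDC2-like cells, 224 wild-type and 29 SCD cells formed a sub-cluster with 1 cDC2 marker (Dtx1) and 3 mature DC markers (Cd83, Relb and Mreg) among its leading genes. With these cells counted as mature DCs the ratios were 0.195 for cDC2 and 0.119 for mature DCs. The mature DC-like share, named from Ccr7, Cd83, Fscn1 and other maturation markers, was 5.54% (5.09 to 6.02) and 0.668% (0.522 to 0.841), a ratio of 0.121 that rested on 522 and 71 cells. The cDC2 ratio was the least stable and moved most, to 0.0315, when called doublets were removed. Of the 353 SCD cDC2-like cells only 2 were called doublets, yet 54 were left. The fall therefore came mostly from clustering and naming again. SCD cells in unnamed DC sub-clusters rose from 165 to 308. Taking conventional DCs as the denominator gave ratios of 4.61 for cDC1, 0.728 for cDC2 and 0.509 for mature DCs. Sub-clusters that stayed unnamed held 5.15% of the wild-type and 1.55% of the SCD kept cells, and called doublets made up 48.0% and 15.2% of them.

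Genes of DC maturation and antigen presentation had also been measured by the study in whole enriched suspensions of more mice, so they were first summed over all kept cells. Cd74 (ENSMUSG00000024610) was at 9372 CPM in the wild-type library (9348 to 9396) and 1777 CPM in the SCD library (1769 to 1785), a log2 ratio of -2.40. H2-Ab1 (ENSMUSG00000073421) was at 3560 and 752 CPM, a log2 ratio of -2.24. Ccr7 (ENSMUSG00000037944) was at 85.3 and 10.7 CPM (-2.53), Cd83 (ENSMUSG00000015396) at 112 and 12.4 CPM (-2.75) and Cd40 (ENSMUSG00000017652) at 35.4 and 7.44 CPM (-1.70). The median over all expressed genes was itself -0.38 in this comparison, and 0.11 with median-of-ratios scaling. Within DCs the log2 ratios were -0.46 for Cd74, -0.30 for H2-Ab1, -1.01 for Ccr7, -1.15 for Cd83 and -1.25 for Cd40, and within conventional DCs -0.19, -0.03, -0.78, -0.88 and -1.07. All 5 genes were on the marker lists used for naming. The median over the 4 expressed genes in all kept cells was -2.46, below all 10000 random lists, and the alternative that moved it most, median-of-ratios scaling, gave -1.99. Within DCs the median was -1.01, at the percentile 0.035.

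After thinning to 1000 UMIs, 12.2% of wild-type DCs (11.1 to 13.3) and 5.21% of SCD DCs (4.07 to 6.56) held a Ccr7 UMI, with 11 and 3 shallower cells left out. Without thinning, the shares were 22.4% and 9.86%, which was the largest move among the alternatives. The background in thinned neutrophils was 0.162% and 0.0419%. The median depth was 8953 and 9328 UMIs in DCs, and 2450 and 6943 UMIs in neutrophils.

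The study described the SCD neutrophils as shifted to less mature cells by RNA velocity, and lists of stage genes gave a measure from counts alone. After thinning, 11.4% of wild-type neutrophils (10.5 to 12.4) and 55.5% of SCD neutrophils (54.4 to 56.7) were immature by this measure, with 46 and 12 shallower cells left out. The unthinned shares were 11.3% and 55.5%. The alternative that moved them most, at least 1000 genes per cell, gave 21.9% and 64.2%. Summed over neutrophils, the early list was at 363 CPM in the wild-type and 1772 CPM in the SCD library (a ratio of 4.89), the intermediate list at 52032 and 98417 CPM (1.89), the late list at 19979 and 16259 CPM (0.814) and the cell cycle list at 2967 and 3962 CPM (1.34).

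**Figure D2:**
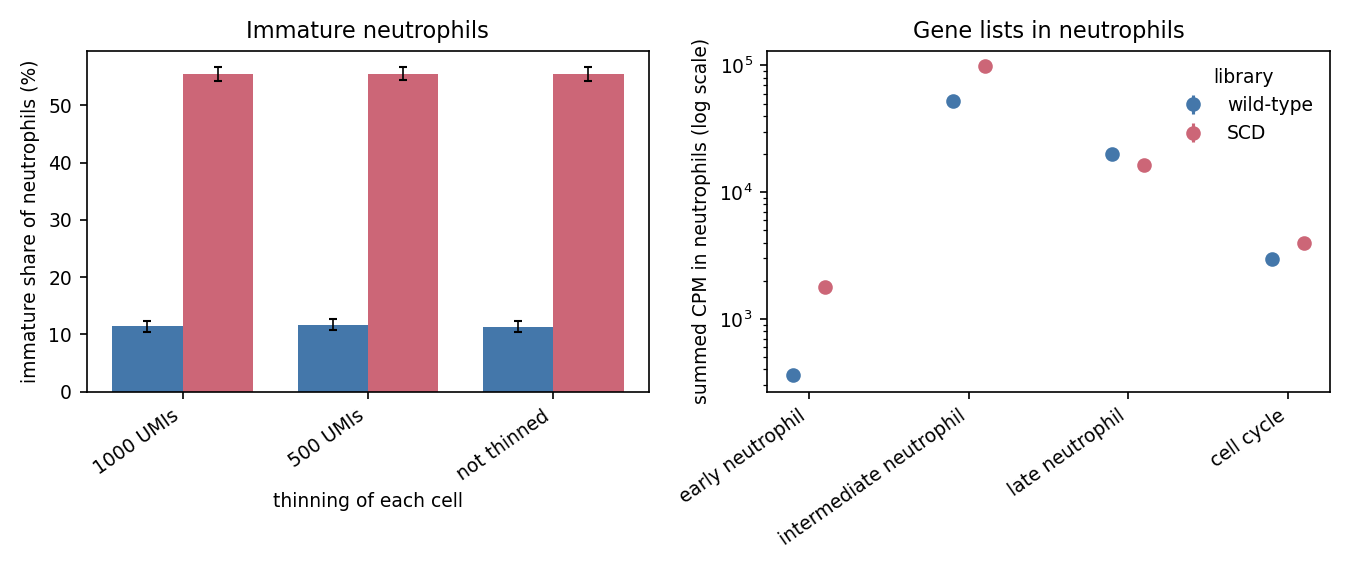
Left, the immature share of neutrophils (%) under 3 thinning settings, with exact 95% binomial intervals. Right, the summed CPM of 4 gene lists in neutrophils on a log scale, where the Poisson intervals are smaller than the points, with the early list at 363 CPM in the wild-type and 1772 CPM in the SCD library.

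The study tied heme stress to iron handling and NRF2 signaling, and these lists were compared within each cell type. In neutrophils, where all expressed genes had a median log2 ratio of -0.38 (-0.19 with median-of-ratios scaling), the heme and iron list had a median of -1.61 over 6 genes (percentile 0.38), the interferon list -1.51 over 8 genes (percentile 0.08) and the NRF2 list -0.80 over 8 genes (percentile 10.5). The early list had a median of 2.18, the intermediate list 0.90, the cell cycle list 1.04 and the late list -1.72, with 2 of its 10 genes higher. The alternative that moved the heme and iron median most, no minimum of 50 CPM, gave -0.26. These sums covered all neutrophils, of which 11.4% in the wild-type and 55.5% in the SCD library were immature. The heme and iron, interferon and NRF2 lists were not compared among mature neutrophils alone, so their medians may reflect the difference in maturity. In red pulp macrophages the heme and iron median was 0.29 over 12 genes (percentile 96.5) and the NRF2 median 0.41 over 12 genes (percentile 99.7), among them Hmox1 at 4905 and 9303 CPM, Slc40a1 at 5035 and 5617 CPM and Cd163 at 521 and 164 CPM. These sums rested on 288 and 156 cells with medians of 1334.5 and 1543.5 UMIs. The interferon median there was -0.14 (percentile 29.1). In conventional DCs the NRF2 median was 0.23 (percentile 98.9), the heme and iron median 0.04 and the interferon median -0.11, the last changing sign to 0.022 with median-of-ratios scaling. The percentile of the NRF2 median was 91.2 with called doublets removed, against 98.2 to 99.7 in the other alternatives. A neutrophil-like sub-cluster made up 2.05% of the wild-type and 8.23% of the SCD conventional DCs, and cDC1-like cells 5.86% and 27.0%. The NRF2 median may therefore reflect the mix of cells. In pDCs the interferon median was -0.22 (percentile 1.19), the heme and iron median -0.03 and the NRF2 median -0.12, the last changing sign to 0.070 with called doublets removed. In monocytes the heme and iron median was -0.31 (percentile 5.96), the interferon median -0.18 and the NRF2 median -0.09, the last changing sign to 0.014 with median-of-ratios scaling. The monocyte medians may also reflect the different mix of monocyte clusters.

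**Figure D3:**
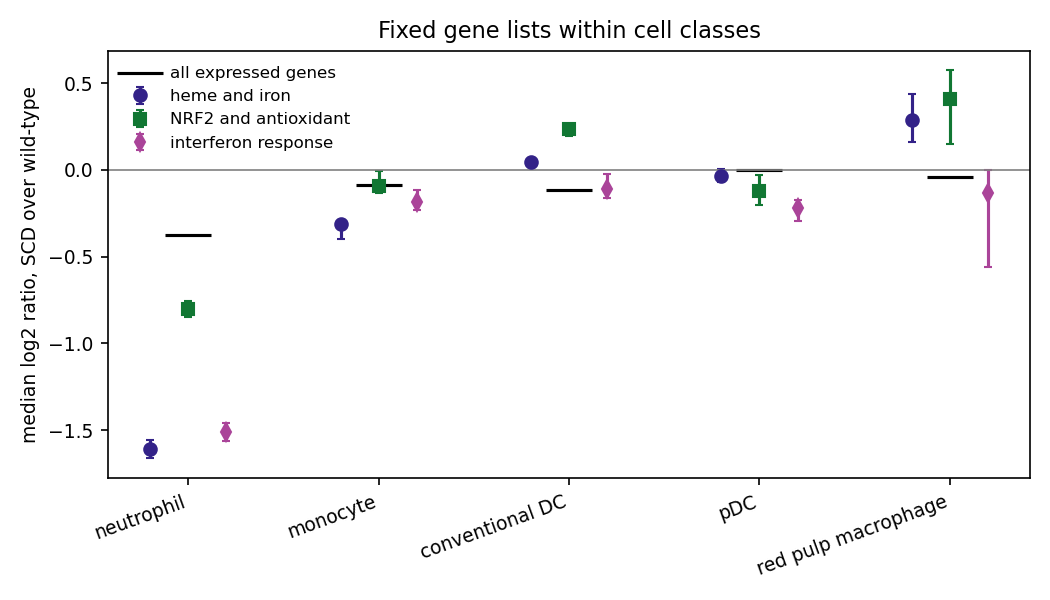
Median log2 ratio (SCD over wild-type) of the heme and iron, NRF2 and interferon lists in each cell type, with black marks for the median of all expressed genes and error bars (95% intervals from Poisson draws) that cover counting error only. The neutrophil medians lay lowest, at -1.61, -0.80 and -1.51, against -0.38 over all expressed genes in neutrophils.

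The 5 highest and 5 lowest genes of each class were drawn by the fixed rule. Many of them led a cluster of their own class or were its markers, and their values are not given for that reason: Prtn3, Ctsg, Elane, Mpo, Fos, Dusp1 and Fgl2 in neutrophils, Ccnb2, Tppp3, Fabp4 and Cd36 in monocytes, Itgae, Sept3, Naaa, Gcsam, Slco5a1 and Mmp12 in conventional DCs, and Marco in red pulp macrophages. Of the others, Ctse was at 14.1 and 102 CPM in neutrophils, a log2 ratio of 2.48, while Trim12a (ENSMUSG00000066258) fell from 98.4 to 2.30 CPM (-3.82) and Trim30d (ENSMUSG00000057596) from 56.8 to 0.0666 CPM (-3.61). With a pseudocount of 20, the alternative that moved Trim12a in neutrophils most, its log2 ratio was -2.41. In monocytes Chil1 (3.07), Ctse (2.63), Ube2c (2.32) and Cdc20 (2.26) were higher in the SCD library, and Hspa1b (-3.31) and Dusp1 (-3.27) lower. These monocyte values may come from the different mix of monocyte clusters and not from changes within cells. In conventional DCs Chil3 (2.02) was higher, and Trim12a (-3.55), Specc1 (-1.80) and Gm37060 (-1.76) were lower. Chil1 and Ctse in monocytes and Chil3 in conventional DCs were less abundant than in SCD neutrophils. In red pulp macrophages the counts were low: Vpreb1 had 1 and 34 UMIs, Nxpe5 8 and 51, Chchd10 3 and 26, and Cdkn1a 4 and 30, while Adamdec1 had 207 and 13, Trim30b 39 and 1, Ccl5 52 and 2, and Tmem176b 41 and 2. Cpne4 had 35 and 0 UMIs, and against a floor of 3 counts of the class (7.14 CPM) it was at least 7.83-fold lower. Vpreb1 and Chchd10 also led the B cell-like clusters. Trim12a, Trim30b and Trim30d have near-identical neighbours, and so does Hspa1b, so their counts are uncertain.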

Values the study reported

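The study assigned 9419 wild-type and 10,660 SCD spleen cells of these suspensions to 10 macrostates. The proportion of conventional DCs given in the study was 27.3% for the wild-type mouse and 5.9% for the SCD mouse.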

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

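The tests of depth and doublets below were set out before their results were seen, and clustering without the upper limit on genes was chosen after the data were seen. Cells with over 5000 detected genes fell outside the comparisons in the main settings above, as they did under the study's filters. They made up 4.77% of all wild-type cells (4.37 to 5.19) and 10.7% of all SCD cells (10.2 to 11.2), so they were noticed as a signal in data not reported on that was higher than in the control. Of them, 297 wild-type and 1222 SCD cells passed the mitochondrial and ribosomal filters. When clustered with the kept cells, 53.9% and 40.8% of them fell in erythroid-like clusters and 16.2% and 49.7% in unnamed clusters. After thinning to 1000 UMIs, 65.7% and 78.4% of them held at least 5 UMIs of cell cycle genes, against 7.74% and 17.8% of the cells at or under 5000 genes. Without the upper limit, erythroid-like cells made up 2.52% of the wild-type and 5.25% of the SCD cells.

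The higher depth of the SCD library was tested by thinning its UMIs to the mean per cell of the wild-type library. The share of SCD cells over 5000 genes was then 6.47% (6.06 to 6.90), still above the wild-type interval, so depth may account for a part of the difference and not for all of it. Doublets were tested by scoring all cells together without the limit. Of the cells over 5000 genes, 10.8% in the wild-type and 3.52% in the SCD library were called doublets. This argues only weakly against doublets as the main source, since 3.13% of all SCD cells were called against an expected 9.49%. Several explanations stay open: doublets that were not called, a difference in capture or in cell size between the suspensions, a difference between these 2 animals, and a larger share of dividing erythroid-like cells in the spleen of the SCD mouse. The last is a biological explanation that the design names, and it was not tested.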

How the results depend on the processing

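Most alternatives were chosen before the data were examined. Of the main settings, the scoring rule that named the clusters was written with the data at hand, and its margin of 0.05 was set after the clusters had been seen. Removal of the upper limit on genes per cell, leaving Il1b out of the late neutrophil list and naming DC sub-clusters by their leading genes were chosen after seeing the data. No paired analysis was possible because each group held 1 sample. Without replicates, a value counted as moved when it left the counting interval of the value reported above. For each value below, the cause was not tested, except where a denominator or a thinning depth changes a share by construction. The cDC2 ratio without called doublets, described above, is a further exception.

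For the 6 ratios of cell type shares (SCD over wild-type), 75 alternative values were computed. Of these, 56 stayed within the interval, 16 moved and 3 changed direction. With at least 1000 genes per cell the ratio was 2.04 for neutrophils, 0.986 for monocytes (reversed), 0.1997 for conventional DCs and 0.567 for pDCs. Without the mitochondrial and ribosomal filter it was 0.262 for conventional DCs. With called doublets removed it was 1.41 for neutrophils and 0.751 for pDCs. Without the upper limit on genes it was 1.34 for neutrophils and 0.834 for monocytes (reversed). With total count normalization it was 0.746 for pDCs, and at resolution 2 it was 1.01 for monocytes. With each sample clustered on its own it was 0.190 for conventional DCs. With each cell named by its marker score it was 1.09 for monocytes and 0.210 for conventional DCs. With cells other than neutrophils as the denominator it was 1.95 for monocytes, 0.390 for conventional DCs, 1.04 for pDCs (reversed), 0.791 for red pulp macrophages and 19.9 for B cells. No red pulp macrophage ratio was obtained with at least 1000 genes per cell, and no B cell ratio with each sample clustered on its own.

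For the 3 DC subtype ratios, 20 of 33 values stayed within the interval and 13 moved. The cDC2 ratio was 0.107 with at least 1000 genes per cell, 0.147 without the mitochondrial and ribosomal filter, 0.0315 with called doublets removed, 0.123 without the upper limit and 0.135 with total count normalization. The mature DC ratio was 0.167 with at least 1000 genes per cell and 0.219 at resolution 2 of the DCs. With conventional DCs as the denominator the ratios were 4.61 for cDC1, 0.728 for cDC2 and 0.509 for mature DCs, and with cells other than neutrophils 1.80, 0.304 and 0.199. The share of kept cells in unnamed DC sub-clusters of the SCD library was 1.55% in the main settings and 2.97% with called doublets removed.

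Of 16 values of the immature share, 14 stayed within the interval, and with at least 1000 genes per cell the share was 21.9% in the wild-type and 64.2% in the SCD library. Of 8 values of the Ccr7 share in DCs, 4 stayed within the interval. Without thinning the shares were 22.4% and 9.86%, and at 500 UMIs per cell 7.96% and 3.29%.

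For the 21 list medians (log2), 84 of 147 values stayed within the interval, 59 moved and 4 changed sign. Median-of-ratios scaling gave -1.99 for DC maturation genes in all kept cells. In neutrophils it gave -1.42 for heme and iron, -0.61 for NRF2, -1.33 for interferon, 2.37 for early, 1.09 for intermediate, -1.54 for late and 1.22 for cell cycle genes. In monocytes it gave -0.20 for heme and iron, 0.014 for NRF2 (reversed) and -0.081 for interferon, and in conventional DCs 0.18, 0.37 and 0.022 (the last reversed). The total without the 50 most abundant genes gave -2.15 for DC maturation genes in all kept cells, -0.29 for heme and iron in monocytes, and 0.11 for heme and iron and 0.30 for NRF2 in conventional DCs. In neutrophils it gave -1.27 for heme and iron, -0.46 for NRF2, -1.18 for interferon, 2.53 for early, 1.25 for intermediate, -1.38 for late and 1.34 for cell cycle genes. A pseudocount of 1 gave -2.64 for DC maturation genes in all kept cells and, in neutrophils, -1.69 for heme and iron, -1.61 for interferon and -1.78 for late genes. A pseudocount of 20 gave -2.12 for DC maturation genes in all kept cells and -0.89 in DCs, and in neutrophils -1.36 for heme and iron, -0.71 for NRF2, -1.27 for interferon, 1.78 for early, -1.56 for late and 0.81 for cell cycle genes. The mean of per-cell CPM gave -2.19 for DC maturation genes in all kept cells, -0.28 for heme and iron and -0.034 for interferon in monocytes, and 0.074 for heme and iron in conventional DCs. In neutrophils it gave -1.48 for heme and iron, -0.75 for NRF2, -1.09 for interferon, 2.48 for early, 2.07 for intermediate, -1.44 for late and 1.57 for cell cycle genes. Removing called doublets gave -1.22 for DC maturation genes in DCs, 0.17 for NRF2 in conventional DCs, and in pDCs -0.074 for heme and iron, 0.070 for NRF2 (reversed) and -0.35 for interferon. With no minimum of 50 CPM, DC maturation genes were at -2.40 in all kept cells. That setting gave -0.26 for heme and iron, -0.072 for NRF2 and -0.99 for interferon in neutrophils, and -0.29 for heme and iron and -0.048 for interferon in monocytes. It gave 0.17 for NRF2 in conventional DCs, and -0.13 for heme and iron, 0.012 for NRF2 (reversed) and -0.38 for interferon in pDCs. The medians in red pulp macrophages stayed within their wide intervals in every alternative computed.

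For the 50 single genes, 154 of 300 values stayed within the interval, 146 moved and 0 changed sign. With no minimum of 50 CPM, the rule named the same 10 genes in neutrophils and in monocytes, but only 5 of the 10 in conventional DCs and 5 in red pulp macrophages. Depth limited the red pulp macrophage sums, which rested on 288 and 156 cells with medians of 1334.5 and 1543.5 UMIs.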

Other observations

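Chosen only after the result was seen were the tests of the neutrophil share alone, of an equal loss of all DCs, of thinned immature shares, of B cells scored one by one, of the human alpha globin transgene, of free erythroid RNA, of mature neutrophils, of single genes against their level in neutrophils, of neutrophil-like cells among conventional DCs and of reads moved between Trim12a and Trim12c. The way named genes shared between classes were counted was also changed after a first count.

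The share of conventional DCs was lower in the SCD library. A rise of neutrophils alone would have left it equal among other cells, but the ratio there was 0.390 (0.364 to 0.418). Without the upper limit on genes the ratio was 0.232, which argues against that filter, and for red pulp macrophages it was 0.462. A loss of all DCs alike in the enrichment was tested by the ratio of conventional DCs over that of pDCs, which was 0.375, with intervals apart. A loss that differed between DC types in the enrichment may still play a part. This, a difference between these 2 animals, and the disease itself stay open, and the last was not tested.

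The immature share of neutrophils was higher in the SCD library. After thinning to equal depth the shares differed by 44.1 percentage points, and without called doublets by 43.5, with intervals apart, which argues against depth and called doublets. Doublets that were not called were not tested. A difference between the animals, the suspensions or the genotypes may underlie it, and none of these was tested.

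B cell-like cells came nearly all from the SCD library. If joint clustering had made them, scoring each cell on its own would give like shares, but it gave a ratio of 8.004 (5.50 to 11.7). A different yield of the enrichment, or a difference between the animals, may be the source, and neither was tested.

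Among the 15 highest genes of monocytes, conventional DCs and red pulp macrophages, 3 (Chil1, Ctse and Chil3) were more abundant in neutrophils of the SCD library than in their class. Free RNA of the neutrophils is therefore not a candidate explanation for most of these 15. The rule had left out neutrophil markers beforehand, however, so the count says nothing about other genes. In conventional DCs the left-out Ngp (2.41) and Camp (2.27) had higher log2 ratios than Chil3. It would bring all abundant neutrophil transcripts alike, and in SCD monocytes Camp, Ngp, Ltf and Lcn2 were at 0.687% to 1.24% of their CPM in neutrophils. Chil1 was at 16.8% and Ctse at 52.8%, which argues against free RNA for these. In conventional DCs Chil3 was at 6.82% and these 4 genes at 6.46% to 8.03%. There, 82.4% of the SCD Chil3 UMIs lay in a neutrophil-like sub-cluster of 60 of 729 cells (8.23%), while free RNA would be spread over all cells, which argues against free RNA as the main source of this level. Without that sub-cluster the log2 ratio of Chil3 was 1.32 (1.16 to 1.48) against 2.02 with it, so neutrophil-like or mixed cells account for a part of the rise and not for all of it. Free RNA stays open for the remainder. Of 20 named genes that another class also expressed, 12 changed the same way by over 1 on the log2 scale in each such class. Counted once per class that named them, as was done at first, these were 15 of 23. The other 8 did not. These genes had been chosen as the most extreme of a class, and 8 of the 12 were expressed in 1 other class only, so the count does not decide whether a difference shared by all cells, such as a strain variant, underlies them. Among the 12, the neutrophil granule genes Prtn3, Ctsg, Elane and Mpo were in SCD monocytes at 90.5%, 84.4%, 24.4% and 70.7% of their CPM in neutrophils, which argues against free RNA of neutrophils there as well.

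The intermediate neutrophil list was higher in the SCD library in the other classes as well, with medians of 2.13 in conventional DCs, 2.48 in pDCs, 2.65 in red pulp macrophages and 2.21 in monocytes. Free RNA of the neutrophils was tested by the trimmed mean of UMIs of the list per cell, called doublets left out. It rose from 0.922 to 9.24 in conventional DCs, from 1.03 to 7.88 in pDCs, from 0.303 to 3.86 in red pulp macrophages and from 0.412 to 5.92 in B cells. The spread across these classes of the SCD library was 2.39-fold, over the limit of 2-fold set beforehand, so that prediction was missed. In monocytes, left out of the spread beforehand, it rose from 7.90 to 22.0, and with them the spread was 5.69-fold. Red pulp macrophages were shallower, with a median of 1502 UMIs against 10046 in conventional DCs. Free RNA therefore cannot be told apart from another source here and may account for the rise of the trimmed means. The median of 2.13 in conventional DCs came from sums that included the neutrophil-like sub-cluster of 60 of 729 SCD cells. It held 82.4% (Chil3) to 89.2% (Camp) of the SCD UMIs of Camp, Ngp, Ltf, Lcn2 and Chil3. This argues against free RNA as the main source of the summed levels of these genes there. Outside the sub-cluster each of them still rose, Camp from 0.365 to 3.12 UMIs per cell.

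Fos, Dusp1 and Hspa1b were lower in the SCD library. Of the other 32 genes of the stress list, those expressed had medians of -1.69 over 19 genes in neutrophils, -1.19 over 23 in monocytes, -0.39 over 24 in conventional DCs and -0.70 over 18 in red pulp macrophages, all at or below the percentile 0.22 among random lists. In pDCs the median was -0.44 over 18 genes. A stronger stress response to handling in the wild-type library is a candidate explanation that these values are in line with. The larger share of immature neutrophils was tested among mature neutrophils, where Fos still had a log2 ratio of -4.11 and the list a median of -1.23 over 20 genes, and in monocytes, where Fos had -2.82, so it does not account for the fall. Whether the different mix of monocyte clusters lowered the monocyte values was not tested. A response of the living tissue that differed between the genotypes was not tested either.

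Trim12a, Trim30b and Trim30d on chromosome 7 lie 0.473, 0.529 and 0.643 Mb from Hbb-bs, the targeted locus, and were lower in the SCD library in several classes. Trim12a had log2 ratios of -3.82 in neutrophils, -3.55 in conventional DCs and -3.36 in pDCs. A strain variant carried along with the targeted Hbb alleles was tested, before its result was seen, by the genes within 5 Mb of Hbb-bs, with globin and named Trim genes left out. The share of them changed by over 1 on the log2 scale should have exceeded nearly all other stretches in every class. It exceeded between 0 and 51.7% of other stretches over 5 classes, so the prediction failed in all 5. In neutrophils, 23.5% of these genes had changed against 21.0% elsewhere. Among the changed ones were Trim12c (-1.09) and Trim30a (-1.82), which changed by over 1 in neutrophils only. The same measure around Hba-a1 reached at most 57.1%, but that locus lies on another chromosome and is described as null in both animals, so the value says nothing about the Trim genes. Reads of Trim12a moved to its near-identical neighbour Trim12c would have raised Trim12c, which rose by at least 50% of the CPM that Trim12a lost in 0 of the 3 classes that expressed Trim12a. A variant limited to the Trim genes themselves, or one that changes few genes of the stretch, may remain. The test of the stretch left out the named Trim genes and measured the share of all others, so it cannot exclude either.

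Hba-a1 transcripts were found in both libraries against the null alpha locus given by the labels. In erythroid-like cells the levels in CPM differed by less than counting error, with a ratio of 1.0009. Hbb-bs alone was at 292030 CPM in these cells of the wild-type library and at 2778 CPM in those of the SCD library. The Hba-a1 ratio therefore depends on the scaling. Hba-a1 UMIs per erythroid-like cell were 908 in the wild-type and 842 in the SCD library. Reads of the human alpha globin transgene counted to the mouse gene are a candidate explanation, which cannot be told apart from residual mouse transcripts or a label that differs from the animals, since both animals carry the transgene and human transcripts were not counted separately. The transgene is described as hemizygous in the control and homozygous in the SCD mouse. An equal level in CPM is not what the number of copies alone would give, but it may come from the scaling. In the other classes, free RNA of erythroid cells was tested by the trimmed mean of Hba-a1 UMIs per cell, called doublets left out, which it would bring alike to all cells of a library. In the SCD library it was 0.255 in neutrophils, 0.414 in conventional DCs, 0.517 in pDCs and 0.405 in red pulp macrophages, a spread of 2.02-fold, so free RNA cannot be told apart from another source in these 4 classes, which differ in depth. Monocytes (2.75) and B cells (3.95) lay at least 5.32-fold above each of them, which argues against free RNA as the whole source there.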
